A study of Escherichia coli with 6 samples. Its data were reported in "Contrasts and similarities in the transcriptomic response to antimicrobial coinage metals in Escherichia coli" (2026).

How the data were processed

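Transcript abundance was measured by RNA-seq in Escherichia coli K12 BW25113, a laboratory strain whose genotype is given as wild type. Cultures were grown for 10 h in M9-glucose, a minimal medium with glucose as the carbon source, either without added metal (control) or with silver nitrate added before inoculation (silver). Each group held 3 biological trials, so 6 libraries were analysed. The treatment label of each silver library gives 7 µM silver nitrate, whereas the protocol text of the same libraries gives 39 µM. The study's methods give 7 µM for silver nitrate, and 39 µM is its concentration of copper sulfate. The 7 µM of the library labels was used here as the name of the treatment, and no analysis depended on it.

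According to the methods of the study, ribosomal RNA was depleted, directional libraries were sequenced in paired-end mode on a MiSeq, and reads were trimmed with rfastp 1.10. Reads were then aligned and assigned to coding sequences of the strain's own RefSeq annotation with Rsubread 2.14.2. The deposited count table holds whole-number read counts per coding sequence, not normalised and not pooled over trials, for 4378 genes. Whether the counting used read strand is not given in the sources used here, so counts of overlapping or neighbouring genes are uncertain. The authors also deposited a table from DESeq2 1.40.2. Its mean signal per gene is the mean over the libraries of the counts divided by size factors. The deposited log2 fold changes and their standard errors, in log2 units, compare silver with control. The deposited score is the Wald statistic, and the deposited p-values are Wald p-values with their Benjamini-Hochberg adjusted values. That table was used only for comparison with the fits made here. Depletion of ribosomal RNA and restriction to coding sequences mean that small RNAs and ribosomal RNA were not analysed here.

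Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Figures were drawn with matplotlib 3.10.9. Genes were filtered with filterByExpr at its defaults (minimum count 10, minimum total 15), libraries were scaled by the trimmed mean of M values (TMM), and silver was compared with control by edgeR's quasi-likelihood F-test with no covariate. P-values were adjusted by the Benjamini-Hochberg method. A gene was called when its adjusted p was under 0.05 and its absolute log2 fold change was over 1, the thresholds used by the study. The study used the DESeq2 Wald test, which was run here as an alternative (DESeq2 1.42.0). Normalised values are CPM, counts scaled to a common TMM-adjusted library size, given as mean ± SD over 3 libraries. Principal components used log2 CPM with a prior count of 2 over the 219 tested genes with the largest variance, a number set at 5% of all coding sequences. A comparison of 3 libraries with 3 by permutation cannot give a p below 0.1, so the tests rest on the model's sharing of dispersion across genes.

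A total of 14 gene lists were written down, 13 from general knowledge of E. coli regulation and the last from the study's text. They covered iron acquisition (Fur), envelope stress (CpxR), copper homeostasis (CueR and CusR), sulfur assimilation (CysB), oxidative stress (OxyR and SoxRS), zinc homeostasis (Zur and ZntR), fatty acid degradation (FadR), maltose uptake (MalT), uptake and use of secondary carbon sources (CRP), respiratory and TCA cycle genes (ArcA), motility (FlhDC and FliA), stationary phase (RpoS), ribosomal proteins, and the genes the study found higher with silver, copper and gold. Of 379 list entries, 375 matched the count table, directly or through synonyms in a gene table of E. coli K12 MG1655, and 4 did not. One gene, dps, was in 2 of the 13 tested lists. The first 13 lists were tested with cameraPR of limma on the signed square root of the F statistic, two-sided, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 13 lists. The rotation test fry and camera with an estimated correlation were run beside it. The list shared with copper and gold was chosen by the study in part on these libraries and was counted without a set test. The study's motif activities, also from these libraries, were highest for Fur and CpxR and lowest for CRP, ArcA and FadR. MalT and FlhDC were also among its low activities. Set tests of these lists are thus not evidence independent of the study's own result. Motif activities and iModulon activities, which the study also used, were not analysed here. Coordinates are not printed, because the gene table used here is of another strain.

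Genes are named by a rule. They are the 26 genes that the study discusses for silver, the 5 called genes with the largest and the 5 with the smallest log2 fold change, and the called member of each list with the largest absolute change. The second part was limited to genes with a mean count of at least 50 whose normalised values did not overlap between the groups. Genes named outside the rule were chosen after their values were seen, which is said beside each in the results and once for all other observations.

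The test, the lists, the naming rule and all alternatives but 1 were fixed before the data were examined. The alternatives were 3 other scalings (RLE, upper-quartile, total counts), no filter, a filter of at least 50 counts in at least 3 libraries, DESeq2, limma-voom, leaving out each library in turn, the trial number as a replicate block, a test against a fold change of 2, the adjusted p alone, and the other set tests. DESeq2 with its independent filtering tuned to 0.05 was added after seeing the data. The procedure was tested on simulated data for silver against control over 3747 genes. Of 200 genes changed by a log2 size of 2, 188 were called in the right direction (94%), and 15 other genes were called. A simulated list shifted by 0.7 had an adjusted p of 5.95e-09, and 0 of 12 unshifted lists passed the threshold in cameraPR, or at an unadjusted p under 0.05. Simulated genes were drawn independently, so this check could not test lists whose genes vary together. Estimated inter-gene correlations of the real lists ran from 0.0072 (OxyR and SoxRS) to 0.94 (MalT).

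Total counts per library ranged from 2094446 to 2630474, and the median count per gene from 83.5 to 113. At this depth genes with a few counts per library, such as cusC and cusF, were removed by the filter. No count row lacked a gene identifier. Of the rows, 359 were named only by a locus number and held 2.17% of the counts.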

Results

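The study asked how E. coli adjusts its gene expression when it grows for 10 h at a sublethal concentration of silver nitrate. Expression was compared between 3 silver and 3 control libraries. Total counts were 2329025, 2606807 and 2354392 in control 1, 2 and 3, and 2300085, 2094446 and 2630474 in silver 1, 2 and 3. Of 4378 coding sequences, 10 had no count in any library, and 3747 were tested after 631 genes were filtered out.

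Libraries of one group resembled each other more than those of the other group. Across tested genes, Spearman correlations were 0.943 to 0.976 within control, 0.954 to 0.980 within silver, and 0.809 to 0.849 between groups. Genes are not independent replicates, so these correlations are descriptions. On the 219 most variable genes, the first principal component held 90.2% of the variance and separated the groups. The second held 6.89% and set control 2 (-18.17) apart from control 1 (12.06) and control 3 (5.29). No library appeared to be a duplicate, since the chi-square per degree of freedom between replicates was at least 24.5. The gatY and gatZ genes, chosen after their values were seen, together took 6.12%, 5.39% and 5.26% of the counts in control 1, 2 and 3. In silver 1, 2 and 3 they took 0.197%, 0.111% and 0.0711%. TMM factors were 0.889, 0.796 and 0.886 in control and 1.17, 1.15 and 1.19 in silver.

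A total of 657 genes were called by edgeR, 17.5% of those tested, of which 134 were higher and 523 lower in silver. Lower genes were thus 79.6% of the calls. The adjusted p alone was passed by 877 genes. Values did not overlap between the groups for 652 of the 657 called genes and for 1631 of all tested genes, where chance gives 10%. Among the called genes, 128 had a log2 fold change under -4 and 5 had one over 4. Total-count scaling gave 1120 calls, 716 higher and 404 lower, so that lower genes were 36.1%. A test against a fold change of 2 gave 343 calls. Upper-quartile scaling gave 324 higher and 457 lower (58.5% lower), and RLE scaling gave 115 and 539 (82.4% lower). These scalings moved the median log2 fold change of all genes to 0.50 (total counts), 0.26 (upper-quartile) and 0.02 (RLE), against 0.06 with TMM. The number of higher calls also rested on single libraries. It was 84 without control 1, 297 without control 2, 79 without control 3 and 75 without silver 3.

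**Figure D1:**
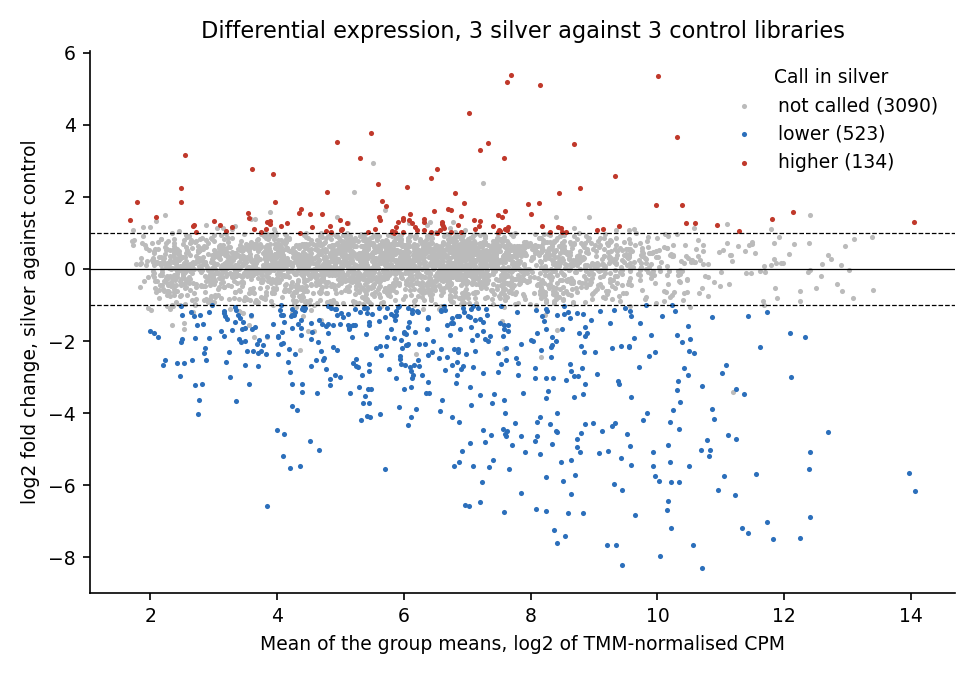
Log2 fold change of silver against control for each tested gene, against its mean abundance (log2 of TMM-normalised CPM). Red points are the 134 genes called higher, blue points the 523 called lower and grey points the genes not called; the dashed lines mark the fold-change threshold of 2.

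**Figure D2:**
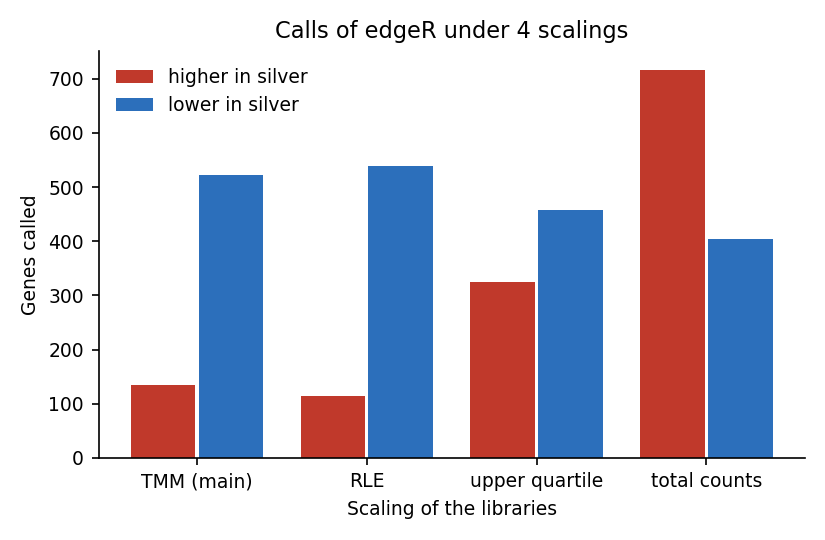
Number of genes called higher (red) and lower (blue) in silver by edgeR under 4 scalings of the libraries. Lower calls were more numerous with TMM, RLE and upper-quartile scaling, and higher calls were more numerous (716 against 404) with total counts.

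The largest increases among genes that met the naming rule were those of nirB, grcA, psiE, yjcB and xylE. Expression of grcA (BW25113_RS13465), a glycyl radical cofactor, rose from 48.6 ± 17.8 to 2002 ± 1921 CPM (SD, n = 3), with a log2 fold change of 5.36 (SE 0.75, edgeR adjusted p 0.00130), which was 4.199 without silver 1. Expression of psiE (BW25113_RS20920) rose from 10.5 ± 8.34 to 383 ± 46.5 CPM, a log2 fold change of 5.19 (SE 0.53, adjusted p 0.000223), which was 6.04 without control 2. For yjcB (BW25113_RS21085) the change was 5.11 (SE 0.35), from 15.9 ± 4.62 to 551 ± 146 CPM. The xylE gene (BW25113_RS20925) changed by 4.34 (SE 0.24), from 12.2 ± 1.58 to 248 ± 40.02 CPM. In the MG1655 gene order xylE follows psiE, and the use of strand in counting was not given, so their counts are not certain to be separate. The change of nirB (BW25113_RS17445), a nitrite reductase subunit, was 5.37 (SE 1.399, adjusted p 0.0264), but its counts in silver 1, 2 and 3 were 3007, 139 and 82. Without silver 1 its log2 fold change was 2.09 (adjusted p 0.0103). It lost its call without control 1 (adjusted p 0.0940) and without control 3 (adjusted p 0.102), and with limma-voom (adjusted p 0.101). Over 13 alternatives its adjusted p ranged from 0.00949 to 0.102.

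The largest decreases under the same rule were those of lsrA, gatB, fadH, galS and lsrC. Expression of lsrA (BW25113_RS07930), an autoinducer uptake gene, was 3320.3 ± 2397 CPM in control and 10.5 ± 1.67 CPM in silver (SD, n = 3), a log2 fold change of -8.31 (SE 0.88, edgeR adjusted p 0.000275). For gatB (BW25113_RS10920), of galactitol uptake, the values were 1378 ± 176 and 4.63 ± 4.46 CPM, a change of -8.21 (SE 0.70, adjusted p 0.000103). For fadH (BW25113_RS16000), of fatty acid degradation, the values were 2105 ± 875 and 8.36 ± 0.918 CPM, a change of -7.97 (SE 0.49, adjusted p 4.40e-05). The changes of galS (BW25113_RS11220) and lsrC (BW25113_RS07935) were -7.66 (SE 1.06) and -7.66 (SE 0.97). Counts of galS in control 1, 2 and 3 were 650, 6408 and 981, and those of lsrC were 4259, 322 and 2726, so control 2 differed from the other controls in opposite directions. The galS change was -5.94 without control 2, that of lsrC -6.98 without control 1 and that of gatB -9.38 without silver 1. Each of these 5 genes was called in each of the 15 alternatives.

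Genes of iron acquisition under the repressor Fur were compared because the study places iron uptake among the responses to silver. Of 44 genes, 42 had a log2 fold change above 0, with a median of 0.64, and the list stood apart from the other genes in cameraPR (adjusted p 8.37e-05). This call held in neither fry (adjusted p 0.0561) nor camera with an estimated correlation (adjusted p 0.608). Over 17 alternatives its adjusted p ranged from 6.31e-06 to 0.608. Called higher over all genes were 5 members (feoA, feoB, fecA, exbD and yncE, the last 2 chosen after their values were seen), and 7 when adjusted over the list alone. The number over all genes was 12 without control 2, 3 without control 3 and 9 without silver 2. It was 25 with total counts and 14 with upper-quartile scaling. Expression of feoA (BW25113_RS17660), of ferrous iron uptake, rose from 26.0 ± 10.2 to 295 ± 217 CPM, a log2 fold change of 3.50 (SE 0.57, edgeR adjusted p 0.00296), which was 2.72 without silver 1. The changes were 2.58 (SE 0.63, adjusted p 0.0203) for feoB (BW25113_RS17665) and 1.51 (SE 0.30, adjusted p 0.00814) for fecA (BW25113_RS22280), of ferric citrate uptake. The feoB change was 1.48 without silver 1, and its adjusted p was 0.0776 without control 1 and 0.0895 without control 3 (range over 15 alternatives 6.26e-05 to 0.0895). The feoC and fecB genes rose by 1.11 (SE 0.35, adjusted p 0.0531) and 1.32 (SE 0.42, adjusted p 0.0548) and were not called. Without control 2 both were called, with changes of 1.54 (feoC) and 1.99 (fecB), and feoC also without silver 2, with a change of 1.29. Both were also called by DESeq2 (adjusted p 0.0432 and 0.0251), by limma-voom (adjusted p 0.0477 and 0.0358), and with upper-quartile scaling and total counts, and feoC with the stricter filter. Over 15 alternatives the adjusted p ranged from 0.00716 to 0.169 for feoC and from 0.000886 to 0.172 for fecB. The NADH dehydrogenase gene ndh (BW25113_RS05770), from 68.1 ± 31.2 to 755 ± 132 CPM, changed by 3.47 (SE 0.37, adjusted p 0.000292).

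The envelope stress genes under CpxR were compared because the study reported their regulator as active in silver. The list of 17 genes had a median log2 fold change of 0.64 and was not past the threshold in cameraPR (adjusted p 0.0532), in fry (adjusted p 0.153) or in camera with an estimated correlation (adjusted p 0.622). Over 17 alternatives its adjusted p ranged from 0.00385, without silver 1, to 0.622. Called members were cpxP, degP and yccA, higher, and ppiA, lower (-1.54), which was chosen after its value was seen. Adjusted over the list alone the numbers were also 3 and 1. The number of higher members was 2 without control 1, without control 2 and without silver 2. It was 1 without control 3 and without silver 3, and 4 without silver 1. It was 8 with total counts and 6 with upper-quartile scaling. Expression of degP (BW25113_RS00810) rose from 35.4 ± 1.07 to 91.2 ± 33.9 CPM, a log2 fold change of 1.36 (SE 0.29, edgeR adjusted p 0.0105). The change of cpxP (BW25113_RS20310) was 1.83 (SE 0.55, adjusted p 0.0434), with counts of 119, 106 and 111 in control and 135, 722 and 702 in silver 1, 2 and 3, so that silver 1 lay near the controls. Its adjusted p was 0.119 without control 1, 0.0608 without control 2, 0.136 without control 3, 0.114 without silver 2, 0.120 without silver 3 and 0.112 with limma-voom (range over 15 alternatives 0.000755 to 0.136).

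Of the other CpxR-regulated genes that the study named, hha, aroG, csgE and marR were called, with log2 fold changes of 1.25 (SE 0.32), 1.22 (SE 0.30), 1.56 (SE 0.42) and 1.33 (SE 0.40). These calls were near the threshold. For aroG the edgeR adjusted p was 0.0582 without control 1, 0.0723 without control 3, 0.0626 without silver 1 and 0.0872 without silver 3 (range over 15 alternatives 0.000550 to 0.0872). For csgE it was 0.0900 without control 1, 0.0775 without silver 2 and 0.0940 without silver 3 (range over 14 alternatives 0.00711 to 0.0940). For hha it was 0.0940 without control 1, 0.0729 without silver 2 and 0.0730 without silver 3 (range over 15 alternatives 0.00573 to 0.0940). For marR it was 0.137 without control 1, 0.0739 without control 2, 0.0797 without silver 1, 0.106 without silver 2 and 0.0578 without silver 3 (range over 14 alternatives 0.00871 to 0.137). The yccA change of 1.02 (SE 0.21) was 0.93 without control 3 and 0.99 without silver 3, and 0.99 with all libraries in DESeq2 and with RLE scaling, and the gene was not called in these. The csgF and yqaE changes, 1.39 (SE 0.48, adjusted p 0.0702) and 1.26 (SE 0.46, adjusted p 0.0801), were not called, but were called without silver 1, at 1.65 and 1.55. Both were also called by DESeq2 (adjusted p 0.0472 and 0.0475) and with upper-quartile scaling and total counts. Without silver 2 the changes fell to 1.01 for csgF and 0.56 for yqaE. The adjusted p ranged from 0.0159 to 0.185 over 14 alternatives for csgF and from 0.0179 to 0.211 over 15 for yqaE.

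Copper homeostasis genes were compared because their regulators CueR and CusR can respond to other monovalent metals. Of 8 genes 6 were tested, with a median log2 fold change of 0.33 (cameraPR adjusted p 0.553), which was 0.11 without control 2. None was called by edgeR, adjusted over all genes or adjusted over the list alone, and 1 of the 6 had an unadjusted p under 0.05. DESeq2 and limma-voom called 0 of them, and total-count scaling called 2. The log2 fold changes were 0.64 (SE 0.28) for copA, 0.67 (SE 0.32) for cusB, 0.55 (SE 0.27) for cusR and 0.11 (SE 0.36) for cusS, the last being -0.23 without control 2. For cueO and cusA they were -0.20 (SE 0.19) and -0.36 (SE 0.25) with TMM, but 0.25 and 0.083 with total counts, and 0.014 for cueO with upper-quartile scaling. Counts of cusC were 1, 3 and 3 in control and 7, 8 and 9 in silver, and those of cusF were 3, 6 and 1 and 2, 6 and 11. Neither passed the filter. Without the filter the log2 fold change of cusC was 1.34 (SE 0.51, edgeR adjusted p 0.0920) and that of cusF was 0.50 (SE 0.73).

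Sulfur assimilation, oxidative stress and zinc homeostasis genes did not stand apart from the other genes. For 23 tested CysB genes the median log2 fold change was -0.26 with TMM, 0.22 with total counts and 0.061 without control 2 (cameraPR adjusted p 0.953 with TMM). The mean was -0.18, while the mean test statistic lay 0.0488 above that of the other genes. None was called by edgeR over all genes or adjusted over the list alone, 1 had an unadjusted p under 0.05, and DESeq2 called 1, limma-voom 0, and total-count and upper-quartile scaling 1 each. The median was -0.51 without control 3. The cystine transporter gene tcyP rose by 1.45 (SE 0.49, edgeR adjusted p 0.0658), with counts of 1435, 417 and 2428 in silver 1, 2 and 3, and was called without control 2 (1.65) and without silver 2 (1.89). It was also called by DESeq2 (1.43, adjusted p 0.0205) and with upper-quartile scaling and total counts, but not by limma-voom, and its change was 0.97 without silver 3. Over 15 alternatives its adjusted p ranged from 0.00529 to 0.233. Of 19 OxyR and SoxRS genes, with a median of 0.19 (adjusted p 0.521), 1 was called lower, both over all genes and adjusted over the list alone. This was fumC (-1.87, SE 0.23). The median was 0.054 without silver 2 and 0.29 without silver 1, and total counts called 3 genes higher and upper-quartile scaling 1. The change of soxS was 0.30 (SE 0.34), and -0.072 without silver 1. For 6 tested Zur and ZntR genes the median was 0.44 (adjusted p 0.470). Leaving out 1 library it ranged from 0.13, without silver 2, to 0.68, without silver 3. Over 17 alternatives it ranged from 0.093, with limma-voom, to 0.88, with total counts. Of these edgeR called 0, also adjusted over the list alone, with 2 at an unadjusted p under 0.05, while DESeq2 called 1, limma-voom 0, and total-count and upper-quartile scaling 2 each. One member was called higher without control 2 and 1 without silver 1, and 1 was called lower without silver 2.

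Of the 13 lists, those of carbon metabolism and respiration had the lowest medians in silver. The study's motif activities from the same libraries were lowest for CRP, ArcA and FadR and also low for MalT. The set tests of these lists are thus not independent evidence. For 52 tested CRP-dependent genes of secondary carbon sources the median log2 fold change was -5.11 (cameraPR adjusted p 1.24e-31), and 43 were called lower (44 adjusted over the list alone). For 9 FadR genes the median was -5.87 (adjusted p 5.15e-21), and 9 were called lower, also adjusted over the list alone. For 10 MalT genes the median was -3.26 (adjusted p 0.000188), and 7 were called lower (9 adjusted over the list alone). The most changed member was malE (-6.76, SE 0.84). For 22 tested ArcA genes of respiration and the TCA cycle the median was -1.60 (adjusted p 2.42e-08), and 11 were called lower (12 adjusted over the list alone). Among them was fumA (BW25113_RS08435), with 3378 ± 1314 CPM in control and 125 ± 21.7 CPM in silver, a change of -4.76 (SE 0.39, edgeR adjusted p 9.19e-05). The ArcA list was split, since 6 members lay above 0 (icd and cyoA to cyoE, named after their values were seen). Their changes ran from 0.015 (cyoA) to 0.64 (icd), and none was called with all libraries. Without control 2, 4 ArcA members were called higher. The medians of these 4 lists stayed below 0 under each scaling. Whether the 4 lists changed independently of one another was not tested. The CRP call held in fry (adjusted p 6.22e-05) and with an estimated correlation (adjusted p 0.00757). The FadR and ArcA calls held in fry (adjusted p 0.00373 and 0.00217) but not with an estimated correlation (adjusted p 0.153 for both). The MalT call held in neither (adjusted p 0.0924 and 0.608). The smallest adjusted p over the 17 alternatives was 7.02e-48 for CRP, 1.07e-41 for FadR, 7.30e-14 for MalT and 7.53e-11 for ArcA, and the values with an estimated correlation were the largest.

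Motility and stationary-phase genes did not stand apart. For 28 tested motility genes the median was 0.05 and the mean -0.06 (cameraPR adjusted p 0.690), while the mean test statistic lay 0.422 above that of the other genes, and 2 were called lower, also adjusted over the list alone. The larger change was that of fliR (-2.53, SE 0.43). The median was -0.060 without silver 1 and -0.010 without silver 3, and 3 genes were called lower without silver 1 and without silver 2. Called higher were 1 gene without control 2 and 1 without silver 2. Total counts called 4 higher and upper-quartile scaling 1. For 33 RpoS genes the median was -0.02 with TMM, but 0.17 with upper-quartile scaling and 0.41 with total counts (adjusted p 0.825 with TMM), while 2 were called lower, also adjusted over the list alone. The larger was csiD (-4.72, SE 0.51). The RpoS median was 0.03 without control 1, 0.13 without control 3, 0.23 without silver 1 and 0.05 without silver 3, but -0.26 without control 2 and -0.56 without silver 2. Its adjusted p ranged from 0.0894, without silver 2, to 0.990 over 17 alternatives. Without control 2, 4 RpoS genes were called lower. For 54 ribosomal protein genes the median was 0.44 and the list was past the threshold in cameraPR (adjusted p 0.00753), but not in fry (adjusted p 0.365) or with an estimated correlation (adjusted p 0.719). Its adjusted p ranged from 3.41e-08 to 0.719 over 17 alternatives. None of the 54 genes was called by edgeR over all genes or adjusted over the list alone, 6 had an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. Total counts called 16 higher and upper-quartile scaling 5. This list rested on the control libraries. Its median was 0.19 without control 1 (adjusted p 0.0780), 0.24 without control 3 and 1.05 without control 2, where 29 genes were called higher.

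**Figure D3:**
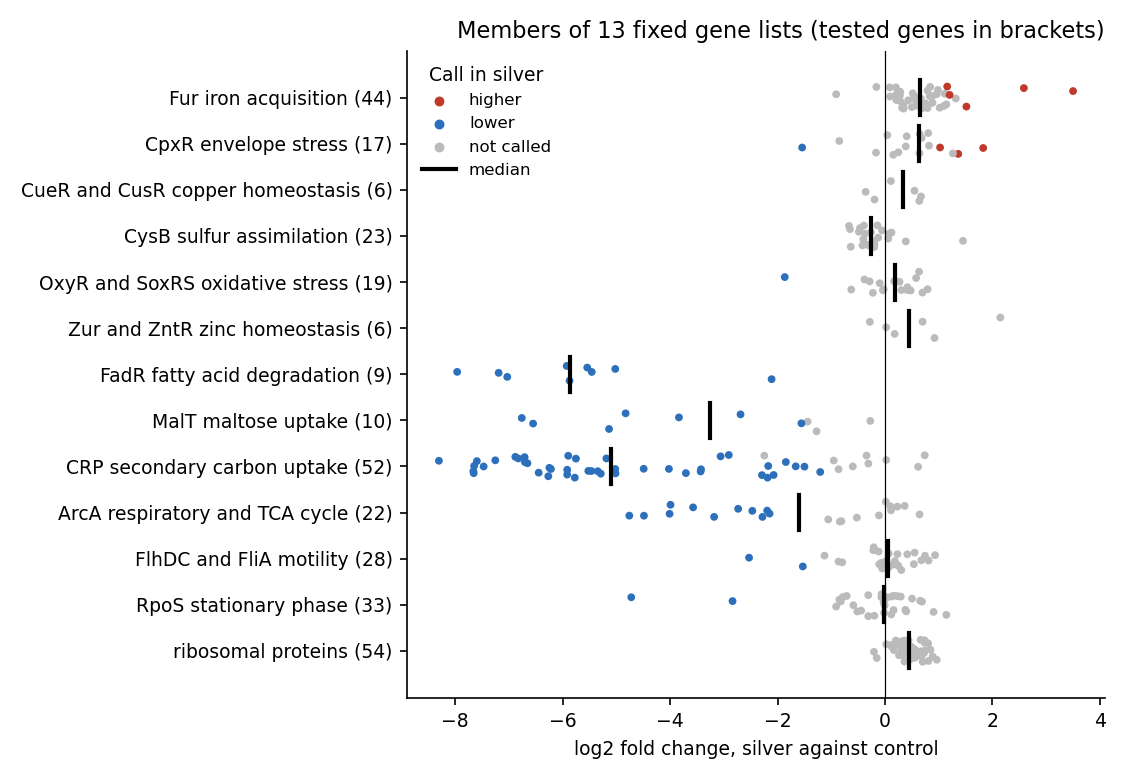
Log2 fold change of silver against control for each tested member of the 13 gene lists, one point per gene, with the number of tested genes in brackets and the median as a black bar. Red, blue and grey points are genes called higher, called lower and not called; the medians of the CRP, FadR, MalT and ArcA lists lay at -5.11, -5.87, -3.26 and -1.60.

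The list of genes shared with copper and gold held 23 genes. Of these, 17 were called higher by edgeR over all genes and 23 when adjusted over the list alone. This list had been chosen in part on these libraries, so none of the counts of calls given here is independent evidence. Over all genes DESeq2 called 22, and 23 when tuned, an option chosen after seeing the data. The tuned fit made the same calls as the authors' deposited table, so its 23 was fixed in advance. Limma-voom called 19, total counts and upper-quartile scaling called 23 each, and leaving out 1 library gave between 14 and 22. The median log2 fold change was 2.143. Not called over all genes by edgeR were ybfA, ydhR, tcyP, feoC, glnA and fecB, of which ybfA, ydhR and glnA were chosen after their values were seen.

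**Figure D4:**
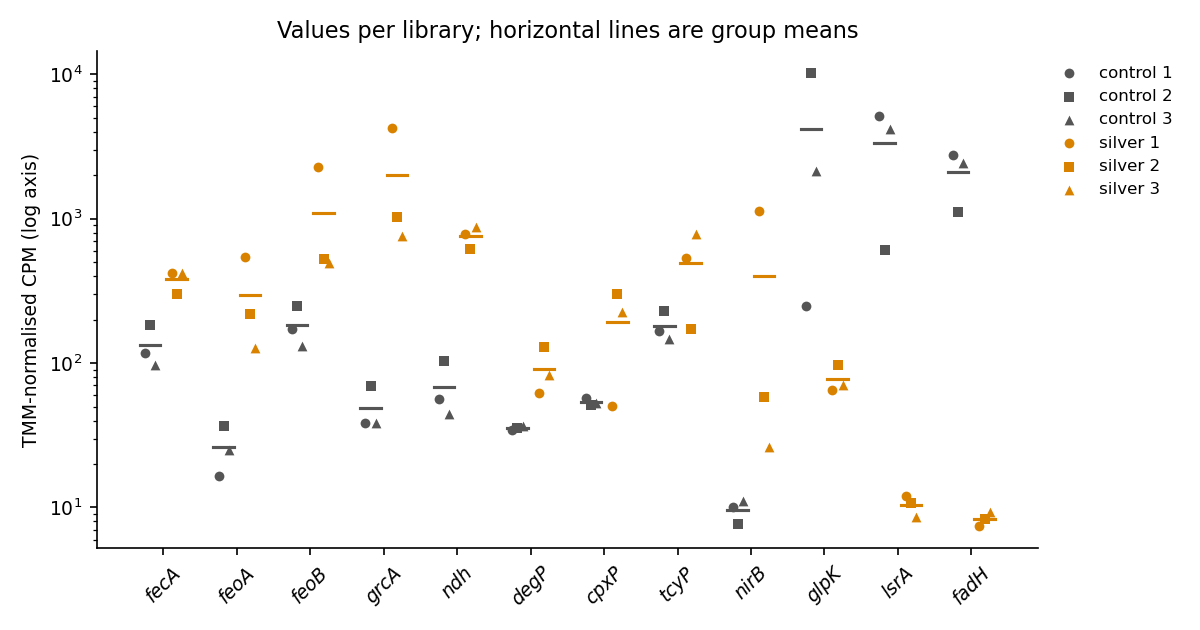
TMM-normalised CPM on a log axis for 12 genes in each control (grey) and silver (orange) library, with circles, squares and triangles for replicates 1, 2 and 3 and horizontal lines for group means. The cpxP value of silver 1 (50.4 CPM) was just under the lowest control (51.3 CPM), the nirB value of silver 1 was far above those of silver 2 and 3, and the control values of glpK, a gene chosen after its values were seen, were widely spread.

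The authors' deposited table was compared with fits to the deposited counts. It calls 131 genes higher and 558 lower. DESeq2 with its defaults called 686 genes here, of which 685 were calls of the authors' deposited table. With independent filtering tuned to 0.05, an option chosen after seeing the data, it called 689 genes, and 689 were shared. The log2 fold changes of edgeR and of the authors' deposited table had a Pearson correlation of 0.999985 across 3747 genes, which are not independent replicates. Calls shared by edgeR and the authors' deposited table numbered 630, all with the same sign, 27 were of edgeR alone and 59 of the deposited table alone. Of those 59, 39 had an edgeR adjusted p between 0.05 and 0.1, and 9 were not tested by edgeR. The authors' deposited table gives no adjusted p for 447 genes, of which 10 had no counts, 424 had a low mean and 13 had counts but no p-value.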

Values the study reported

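From 4,378 coding sequences, the study reported 131 genes higher and 558 genes lower with silver. It listed 23 genes that were higher with silver, copper and gold alike. The silver nitrate concentration was given as 7 µM and the growth time as 10 hours, with an adjusted P threshold of 0.05.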

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

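The alternatives were planned, except DESeq2 with its filtering tuned to 0.05, which was chosen after seeing the data. Of the 13 tested gene lists, 4 (CRP, CueR and CusR, OxyR and SoxRS, Zur and ZntR) kept their direction and their side of the threshold in each of the 17 alternatives. Of 38 named genes, 19 kept theirs in each alternative tried.

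Scaling had the largest effect on the balance of higher and lower calls. Total counts gave 1120 calls, 716 of them higher, and upper-quartile scaling gave 324 higher. These scalings raised the median of all genes, to 0.50 and 0.26, which by construction adds to each fold change. With total counts the CysB median became 0.22, the RpoS median 0.41, cueO 0.25 and cusA 0.083, all below that shift. With upper-quartile scaling the RpoS median became 0.17 and cueO 0.014, also below it. Testing against a fold change of 2 gave 343 calls (22 higher, 321 lower), and the adjusted p alone gave 296 higher, both because of the threshold itself.

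Leaving out 1 library gave between 75 and 297 higher calls. The medians ranged from 0.39 to 0.72 for CpxR, 0.11 to 0.40 for copper, 0.054 to 0.29 for OxyR and SoxRS, 0.13 to 0.68 for Zur and ZntR, -0.51 to 0.061 for CysB, -0.060 to 0.094 for motility, -0.56 to 0.23 for RpoS and 0.19 to 1.05 for ribosomal proteins. The change of cusS ranged from -0.23 to 0.39 and that of soxS from -0.072 to 0.59. The largest number of higher calls, the highest CysB and ribosomal medians and the lowest cusS value were those without control 2. Beyond the smaller number of libraries, the cause was not tested.

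In fry the Fur (0.64, adjusted p 0.0561), MalT (-3.26, 0.0924) and ribosomal (0.44, 0.365) lists were no longer past the threshold. With an estimated correlation the Fur (0.608), FadR (-5.87, 0.153), MalT (0.608), ArcA (-1.60, 0.153) and ribosomal (0.719) lists were not. The CpxR list passed it without the filter (0.64, adjusted p 0.0439) and with DESeq2 by default and tuned (0.61 and 0.61, adjusted p 0.0486). Over all alternatives the largest adjusted p was that of the estimated correlation for each of these lists, and the smallest for CpxR was 0.00385. The cause was not tested.

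The replicate block gave 555 calls, 95 higher and 460 lower, of which 544 were shared with the 657. The study set up the treatment along with its control, but its methods do not say whether equal trial numbers pair the libraries. Same-numbered libraries had correlations of their deviations of -0.093, -0.304 and -0.124, so no shared trial signal was seen. These values cannot decide whether the trials were paired. With the block aroG, marR, yccA, cpxP and nirB were not called and csgF was called, and none of the 13 lists changed sides.

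Depth limited the genes with few counts: cusC and cusF were removed by the filter, and without it neither was called (1.34 with adjusted p 0.0920, and 0.50 with adjusted p 0.665).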

Other observations

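Tests chosen only after the result was seen were those of the glp genes without control 2, the Fur list without feoABC, the FNR list between silver and control, a swap or mix of control 2, and the called NarL genes already seen without silver 1. The CRP list without control 2 and the share of lower calls under total counts came from fits chosen before the data were seen, but their use as tests was decided after the result was seen. Single genes named here outside the naming rule were chosen after their values were seen.

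Chance could not be excluded by regrouping the libraries. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many calls as the 657 of the real one, which is the smallest number the design allows. The other 9 gave 0 calls in edgeR, and between 23 and 492 genes at an unadjusted p under 0.05. The 492 came from the split that put control 2 with silver 1 and silver 3. No other tool was run on the splits.

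The excess of lower calls over higher calls, counted over all calls, depends on scaling. Under total counts the lower share was 36.1%, against 79.6% with TMM. Among the genes called with TMM, 128 had a log2 fold change under -4 and 5 had one over 4. Total counts moved the median of all genes from 0.06 to 0.50, a shift that is small beside changes of that size. Total RNA per cell was not analysed here, and a global change in expression and an unequal change of many genes cannot be told apart from these counts. The genes of the CRP, FadR, MalT and ArcA lists had medians below 0 under each scaling.

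CRP-dependent carbon genes were lower in silver. Control 2 alone does not account for it, since the CRP median was -3.84 without that library (adjusted p 7.02e-48, range over the alternatives up to 0.00757). A candidate explanation is that glucose had run low in the control cultures at 10 h but not in the silver cultures, which may have grown more slowly. The study reports mild inhibition of growth at its silver concentration, from curves of optical density. Gluconeogenic and malic enzyme genes, a list written before their values were seen, had a median of -0.85 (cameraPR p 0.0288, adjusted p 0.0576 over 4 lists). This median was the value of aceK, a member that encodes isocitrate dehydrogenase kinase/phosphatase and belongs to neither group. Below 0 were 6 members, and ppsA was above (0.62). Of the 7 genes, 3 were called lower (pckA, maeB and glpX). Counts of glpX in control 1, 2 and 3 were 51, 421 and 166, against 53, 49 and 56 in silver. Much of its change thus came from control 2, but the median of the list was -1.06 without that library. Glucose uptake and glycolytic genes had a median of 0.10 (adjusted p 0.555), with ptsG called lower. This median was 0.12 without silver 1 and -0.076 without control 2, so its sign was not stable. Neither list passed the threshold. Growth stage and a direct effect of silver cannot be told apart, since the study's growth curves and a time course of expression were not analysed here. The RpoS list, with a median of -0.02, did not stand apart either.

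Genes of glycerol 3-phosphate use were very high in control 2. Counts of glpA in control 1, 2 and 3 were 4, 8298 and 60, and in silver 6, 6 and 2, and the gene was not tested. Counts of glpD in control were 283, 18983 and 531. Control 2 alone does not account for the lower glp genes as a set. Over the 6 tested the median was -3.61 without it (cameraPR p 0.0295), against -5.99 with it. Of the 6 called with all libraries 5 were called without it, and the changes were smaller, such as -3.74 against -7.60 for glpB and -2.34 against -6.22 for glpT. The call of glpD was lost, at -0.998 (adjusted p 0.139) against -5.02. Control 2 also had aceF and gltD counts of 11108 and 1435, near the silver values (9462 to 16368 and 1362 to 1731) and far from control 1 (1419 and 230) and control 3 (1433 and 124). A whole swap does not account for this, since the Spearman correlations of control 2 were 0.943 and 0.947 with the other controls and 0.839 to 0.849 with silver. A mix with a silver library would shift all genes by one share. On a scale from the mean of the other controls (0) to that of silver (1), aceF of control 2 lay at 1.14 and gltD at 1.24. The 113 genes called without control 2 with a log2 fold change under -4 had a median of 0.33, with quartiles of -0.30 and 0.67. Of these, 42 lay above the mean of the other controls, and the abundant gatY and gatZ lay at -0.17 and 0.036. While 0 reached the aceF value, this count decides nothing. Genes this much lower in silver cannot lie that far above 1 on this scale, even at 0 counts. With each silver library in turn as the partner, 0 of the 113 reached the smaller of the aceF and gltD values. This count is limited in the same way. The median of the 113 was 0.33 with each partner, while aceF lay between 1.02 and 1.44 and gltD between 1.17 and 1.30. A mix therefore does not account for aceF and gltD, since that median, gatY and gatZ lay far below these values. The rule for this test was changed after its value was seen. Whether a smaller mix adds to the spread of the other genes was not tested, nor was what else set control 2 apart.

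Silver 1 differed from the other silver libraries at genes of anaerobic and nitrate metabolism. Counts in silver 1, 2 and 3 were 3007, 139 and 82 for nirB, 1787, 157 and 205 for narG, 580, 35 and 37 for narK and 11299, 2487 and 2362 for grcA. Less oxygen in that culture is a candidate explanation. The deviation of silver 1 from the other 2 silver libraries had a median of 0.16 over 23 further FNR-activated genes, a list written before their values were seen. That lay at percentile 90.6 of 10000 random lists matched on expression, whose middle 95% ran from -0.21 to 0.22, so the test did not separate them. The increase was uneven within operons. In silver 1 narH, which follows narG, had 157 counts, against 53, 50 and 64 in control, and nirD, which follows nirB, had 34, against 3, 7 and 7. Why the first genes rose so much more was not tested.

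Nitrate was added with the silver and not to the controls, which could act on the same genes through NarL. Over 6 tested further NarL-activated genes, a list written before their values were seen, the median was 0.34 (adjusted p 0.414), and 6 of 6 were above 0. Without silver 1 it was 0.11 (cameraPR p 0.535). Of 4 NarL genes already seen (narG, narK, nirB and yeaR) 3 were called higher, with a median of 3.12, and 1.34 without silver 1. Of the 3 called (narG, nirB and yeaR), 2 were still called higher without silver 1, nirB at 2.09 and narG at 1.27. The change of yeaR was 1.41 (adjusted p 0.0871), and that of narK was 0.31. These genes were picked after their values were seen, so this count excludes nothing. Nitrate, silver and silver 1 alone cannot be told apart for these genes, because no nitrate control was analysed here and the list not seen before did not stand apart.

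The higher Fur list is not due to feoA, feoB and feoC alone, which FNR also activates. Without them the median was 0.58 and 39 of 41 genes were above 0 (cameraPR p 0.000117 and fry p 0.0208, both unadjusted). A lower oxygen level in all silver cultures could raise feoA, feoB and grcA, but the FNR list had a median of -0.41 (adjusted p 0.00118) and 11 of its 23 genes were called lower. These included frdA, frdB, frdC and frdD (-2.98, -2.89, -2.93 and -2.80), aspA (-5.70) and dcuB (-2.02). Some of these genes also need CRP, which keeps the explanation open. The limits on the whole Fur list apply here too, where an unadjusted fry p of 0.0173 became 0.0561 over 13 lists, and the adjusted p with an estimated correlation was 0.608.

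Some genes were high in single libraries of either group. The yhjX gene had 3665 counts in control 2 and 3162 in silver 1, and between 44 and 104 in the other 4 libraries. Counts of znuA were 781 in silver 2 and between 59 and 193 elsewhere. The authors' deposited table gives no p-value for these genes. No explanation was tested.

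The study's text names cusC as higher with silver. In the authors' deposited table its log2 fold change is 1.35, with no adjusted p and no call. The table likewise leaves nirB, narG and glpD without an adjusted p.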
